A study of Mus musculus with 6 samples.

How the data were processed

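Polyadenylated RNA from the livers of 6 mice was profiled by RNA sequencing. Per the labels' protocols, the animals were 16-week-old females on a C57BL/6 background that ate a chow diet with 18% protein, 6.2% fat and 0% cholesterol, RNA was extracted with Trizol from tissue kept in a stabilising solution, messenger RNA was enriched on oligo-dT beads, and stranded libraries were made with 12 cycles of PCR. The labels place 3 animals in the wild-type (WT) group and 3 in the S196A group, whose LXRα carries a serine-to-alanine substitution that removes a phosphorylation site.

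The deposited values are whole-number read counts per gene symbol, 1 table per animal, without normalisation or pooling of replicates. Each deposited table closes with the number of reads that fell in no feature and the number that were ambiguous between features, so reads that could belong to more than 1 overlapping gene were set aside rather than split. How reads with several matches in the genome were handled is not stated. The aligner, the counting program, their versions, the genome build and the gene annotation are not stated in the labels or the files. Genes that overlap a neighbour or share sequence with a close copy can therefore be undercounted to an unknown extent. The tables list 24421 genes, of which 16851 had a read in at least 1 liver.

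Gene positions were taken from GENCODE release M21 on GRCm38 by gene symbol and are positions in that annotation, not in the unstated build of the count tables. A position was found for 24045 of the listed symbols, 669 of them through an older symbol.

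Everything else was computed from the deposited counts. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total 15), which left 12306 genes. Libraries were scaled with TMM factors and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), fitted on all 6 livers with genotype as the only term, since the series names WT as the control and gives no covariate. P-values were adjusted by the Benjamini-Hochberg method over the genes kept, and 0.05 was the threshold. Fold changes are on the log2 scale, S196A over WT. Their standard errors (SE) were obtained from the fold change and the square root of the F statistic. Expression is given as CPM, a gene's reads relative to the TMM-scaled library total, as mean ± SD, and log2 CPM used a prior count of 2.

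Lists of genes for 6 processes were written down before the data were examined. Each list was tested against all other genes with camera (limma 3.58.1, two-sided, inter-gene correlation set to 0.01), adjusted over the 6 lists. The separation of the genotypes was measured as the root-mean-square difference of log2 CPM between livers, averaged over the between-genotype pairs minus the average over the within-genotype pairs, with an exact one-sided permutation test over the 10 splits of the 6 livers into 3 and 3.

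The genes named individually followed a rule that was also fixed beforehand. They are Nr1h3, the 5 largest rises and the 5 largest falls among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 1 and no overlap between the genotypes, every LXR target with an adjusted p-value under 0.05, and the member with the smallest p-value in each list. Other members of the cholesterol list and of the LXR target list are quoted as values of those lists. Some genes of the cholesterol list, including one that met the rule, are not reported here individually but are counted in the totals.

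The pipeline was tested on counts simulated from the real means, dispersions and library sizes with 200 genes changed by 1 log2 unit. It recovered 82.0% of them, and 7.34% of the calls were false. The alternatives tried were DESeq2 size factors or library size alone in place of TMM, no filter or at least 10 counts in every liver in place of filterByExpr, DESeq2 1.42.0, limma-voom or robust dispersion estimation in place of the main test, fry in place of camera, the animal number as a replicate block, and leaving out each animal in turn. Sums of marker and histone genes and the values of Nnt used CPM of the gene total without TMM scaling. Lists with signs were tested with fry by giving each gene a weight of 1 or -1. A first version of that test did not apply the signs and gave a p of 0.549 for the sex-biased genes, and it was corrected after this value had been seen. Because fry tests a list on its own, 1000 random lists of the same size and signs, matched on decile of mean expression, were tested the same way. A camera test with the inter-gene correlation estimated from the data was added after the data had been examined.

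Between 12562636 and 16184095 reads per liver were assigned to genes. Reads were not tagged with molecular identifiers in any stated step, so counting precision refers to reads and not to molecules. With 3 animals per genotype, the spread between animals, at a common biological coefficient of variation of 12.1%, and the depth of genes with few reads both limit the comparison. No pair of libraries agreed within sampling noise, since the chi-square statistic per degree of freedom between pairs was at least 8.18, and all 6 livers were kept as separate replicates. The animal titles carry one prefix for all WT mice and another for all S196A mice, so anything shared by the animals of one prefix, such as litter, cage, dissection or library batch, cannot be separated from genotype.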

Results

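Liver transcriptomes of 3 WT mice and 3 mice with the S196A form of LXRα were compared on a chow diet. LXRα, encoded by Nr1h3, is a nuclear receptor that binds oxidised cholesterol derivatives and regulates cholesterol and fatty acid genes in the liver. The comparison asked how the hepatic transcriptome differs when the receptor cannot be phosphorylated at this serine and no cholesterol is added to the diet. WT libraries held 12562636, 14067400 and 12564669 gene-assigned reads for animals 1, 2 and 4. S196A libraries held 14959761, 16184095 and 14241462 for animals 1, 2 and 3. Every S196A library was thus deeper than every WT library, a separation with an exact two-sided permutation p of 0.1, the smallest that 3 animals against 3 allow. Between 15064 and 15311 genes had at least 1 read per liver. The most abundant transcript in every liver was Alb, with 9.37% to 10.87% of gene-assigned reads, and the 20 most abundant genes together held 25.27% to 27.95%. Xist was represented by 7570 to 10432 reads in each liver and 4 Y-linked genes by 0 reads, and all animals were labelled female.

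The genotypes were separated more than animals of one genotype were from each other. The root-mean-square difference in log2 CPM averaged 0.447 over the 9 between-genotype pairs, with a range of 0.392 to 0.497. It averaged 0.358 over the 6 within-genotype pairs, with a range of 0.331 to 0.384. The excess of 0.0886 was the largest of the 10 possible splits of the livers (exact one-sided permutation p of 0.1, the smallest possible). Restricting the measure to the 500 most variable genes raised the excess to 0.363 and left the p at 0.1. The first principal component held 42.5% of the variance and placed all WT livers at scores between -20.24 and -16.4 and all S196A livers between 7.653 and 26.12.

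**Figure D1:**
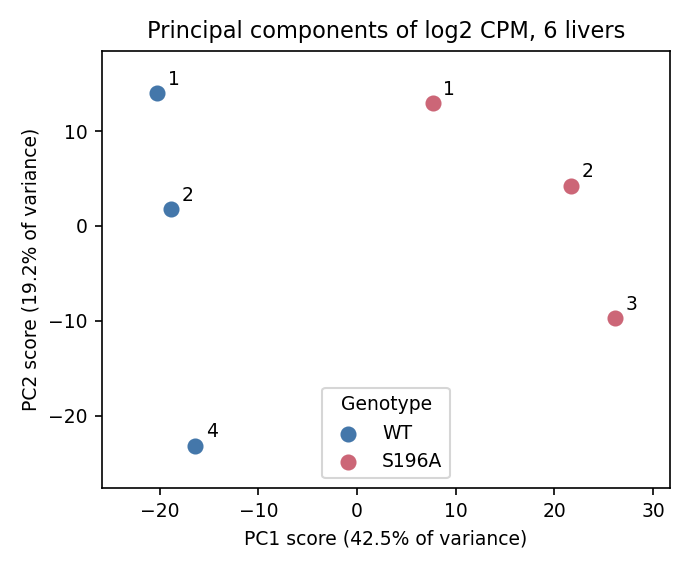
Principal component scores of the 6 livers from log2 CPM of the 12306 tested genes, with the first component (42.5% of variance) on the x axis, the second (19.2%) on the y axis, colour for genotype and the animal number beside each point. WT and S196A livers lie on opposite sides of 0 on the first component, with S196A animal 1 nearest to the WT livers at 7.653.

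The targeted gene was examined first. Nr1h3 (ENSMUSG00000002108.10, chromosome 2, 91184061 to 91202834, minus strand, GRCm38) is changed in its coding sequence in the S196A mice, and gene-level counts do not report that substitution. Its transcript was nevertheless more abundant in S196A livers, at 67.3 ± 6.61 CPM (SD, n = 3) against 40.1 ± 2.76 CPM (SD, n = 3) in WT. The log2 fold change was 0.75 (SE 0.0999, edgeR adjusted p of 0.00848). Read counts were 510, 526 and 543 in WT animals 1, 2 and 4, and 1015, 979 and 1016 in S196A animals 1, 2 and 3. The paralogue Nr1h2, which encodes LXRβ, did not differ, with 49.1 ± 2.81 CPM in WT and 51.2 ± 1.83 CPM in S196A (log2 fold change 0.061, SE 0.085, edgeR adjusted p of 0.72). The Nr1h3 difference stayed between 0.67 and 0.81 when each animal was left out in turn.

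Across the transcriptome, 302 of 12306 tested genes had an adjusted p-value under 0.05 with edgeR's quasi-likelihood test. Of these, 97 were higher and 205 lower in S196A livers. An absolute log2 fold change of at least 1 was reached by 97 of the 302. In all 302, every S196A value lay beyond every WT value. The number moved most when single animals were left out, ranging from 32 genes without S196A animal 2 to 516 without S196A animal 1. Only 26 of the 302 kept an adjusted p-value under 0.05 in each of the 6 fits that left out one animal, 10 of them from the cholesterol biosynthesis list. None of the 302 changed direction in those fits.

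The titles number the animals within each genotype, and numbers 1 and 2 occur in both. These numbers were taken as a pairing from the labels. Same-numbered livers deviated from their group means with a mean correlation of 0.095 over 2 pairs, against -0.027 over the 7 pairs with different numbers. Deviations from a group mean cancel over the 3 animals of a genotype, so the 9 correlations nearly cancel too. The second mean was therefore nearly fixed by the first, and the contrast does not decide whether the animals are paired. The same-numbered correlations were 0.142 and 0.0481. The highest of all 9 was 0.188, between WT animal 4 and S196A animal 3, which the labels do not pair. The other 6 were at most 0.0044. For the same reason the value of 0.188 was nearly fixed by the correlations among animals 1 and 2 of both genotypes. A block of 3 pairs that joins WT animal 4 and S196A animal 3 was not fitted. With the replicate block the fit rests on those 4 livers and 1 residual degree of freedom, and 258 genes had an adjusted p-value under 0.05, against 302 without the block, with 165 in common. The log2 fold change of Nr1h3 was 0.72 with the block and 0.75 without it, and the median of the cholesterol biosynthesis list was -1.51 with the block and -1.23 without it. The animal prefixes differ between genotypes, and nothing in the labels ties same-numbered animals to each other.

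**Figure D2:**
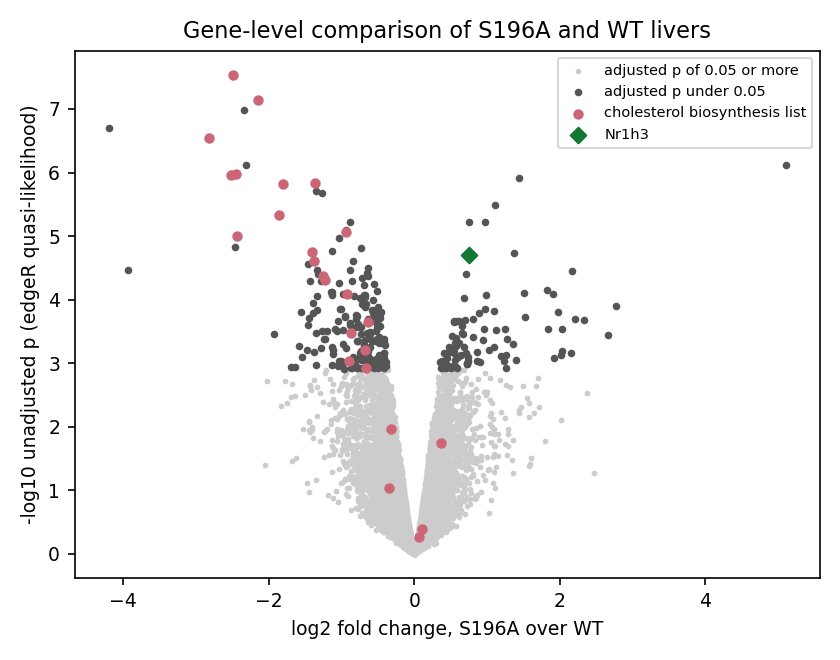
Log2 fold change of S196A over WT (x axis) against the -log10 unadjusted p-value of edgeR's quasi-likelihood test (y axis) for 12306 genes. The 302 genes with an adjusted p-value under 0.05 are dark, the 25 genes of the cholesterol biosynthesis list are red and Nr1h3 is a green diamond. Most of the red points lie to the left of 0.

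Among the 6 gene lists, cholesterol biosynthesis and its sterol-regulated companions stood apart. Of its 25 members, 22 were lower in S196A livers and 20 had an edgeR adjusted p-value under 0.05, all of them lower. The median log2 fold change was -1.23. The camera test gave an adjusted p of 6.01e-59, a value that rests on nearly independent genes. The size of the camera p is not a measure of certainty here, because the genes of this list moved together, at an estimated correlation of 0.503. Regrouping the livers gave camera p-values as small as 1.41e-20 for this list. Each regrouping mixes the genotypes unequally and keeps part of any genotype difference, so these p-values do not show how camera behaves without one. The rotation test fry gave an adjusted p of 0.0144, and camera with the correlation estimated from these data, 0.503 for this list, gave 0.0434. The mean centred log2 CPM of the list was between 0.35 and 0.752 in the WT livers and between -0.769 and -0.443 in the S196A livers.

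Mvd (chromosome 8, 122433601 to 122443422) fell from 12.4 ± 2.72 to 1.77 ± 0.453 CPM, a log2 fold change of -2.81 (SE 0.236, edgeR adjusted p of 7e-04). Msmo1 (chromosome 8, 64718139 to 64733792) fell from 144 ± 43.8 to 25.1 ± 6.23 CPM (log2 fold change -2.52, SE 0.244, edgeR adjusted p of 0.00147). The log2 fold changes of Idi1, Sqle and Cyp51 were -2.44, -2.44 and -2.15. Hmgcs1 changed by -1.41 (SE 0.186), Insig1 by -1.86 (SE 0.211) and Srebf2 by -0.63 (SE 0.113), each with an edgeR adjusted p under 0.05. Ebp, Tm7sf2 and Sc5d were the members that were not lower, with log2 fold changes of 0.066, 0.10 and 0.37 and edgeR adjusted p-values of 0.755, 0.664 and 0.153.

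**Figure D3:**
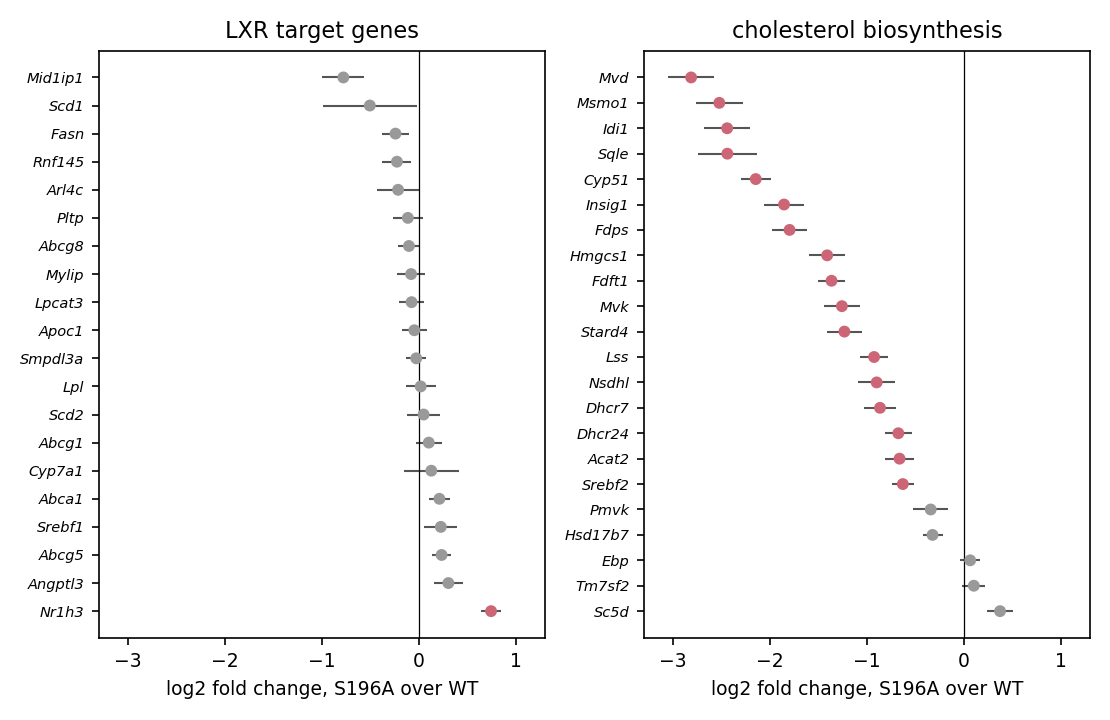
Log2 fold change of S196A over WT (x axis) with its standard error (bars) for each gene of the LXR target list (left, 20 genes) and for 22 genes of the cholesterol biosynthesis list (right), red where the edgeR adjusted p-value is under 0.05. In the left panel Nr1h3 alone is red, and in the right panel 17 genes are red, all below 0.

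The list of LXR target genes did not stand apart. Its median log2 fold change was -0.036, with 9 members higher and 11 lower (camera adjusted p of 0.492, fry adjusted p of 0.725). Nr1h3 itself was the only member with an edgeR adjusted p-value under 0.05. Mid1ip1 had the largest absolute log2 fold change of the list, at -0.78 (SE 0.215, edgeR adjusted p of 0.0864), without overlap between the genotypes. Abca1 was 176 ± 9.91 CPM in WT and 204 ± 29.1 CPM in S196A livers (log2 fold change 0.21, SE 0.112, edgeR adjusted p of 0.305). Srebf1 was 57.4 ± 14.7 and 67.2 ± 7.05 CPM (log2 fold change 0.23, SE 0.169, edgeR adjusted p of 0.475). Abcg5 and Abcg8 had log2 fold changes of 0.24 and -0.10 with edgeR adjusted p-values of 0.196 and 0.648. Scd1 varied widely among WT animals, at 3216 ± 2759 CPM, and its log2 fold change of -0.50 was about the size of its standard error of 0.486.

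The remaining lists did not pass the threshold with camera. Fatty acid and triglyceride synthesis had a median log2 fold change of -0.15 over 19 tested genes (camera adjusted p of 0.397), and its member with the smallest p-value, Fads2 (chromosome 19, 10062765 to 10101746), had a log2 fold change of -0.54 (SE 0.131, edgeR adjusted p of 0.061). Fatty acid oxidation had a median of -0.13 over 24 genes (camera adjusted p of 0.0715). Within it Vnn1 (chromosome 10, 23894688 to 23905343) was lower, at 197 ± 12.9 against 314 ± 43.2 CPM (log2 fold change -0.68, SE 0.112, edgeR adjusted p of 0.0199), a call that was lost with the replicate block and without WT animal 2, S196A animal 2 or S196A animal 3. Bile acid synthesis and transport had a median of 0.044 over 18 genes (camera adjusted p of 0.398). Inflammation and fibrosis had a median of -0.20 over 17 genes (camera adjusted p of 0.0715), with Col3a1 (chromosome 1, 45311538 to 45349706) at -0.50 (SE 0.158, edgeR adjusted p of 0.123).

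**Figure D4:**
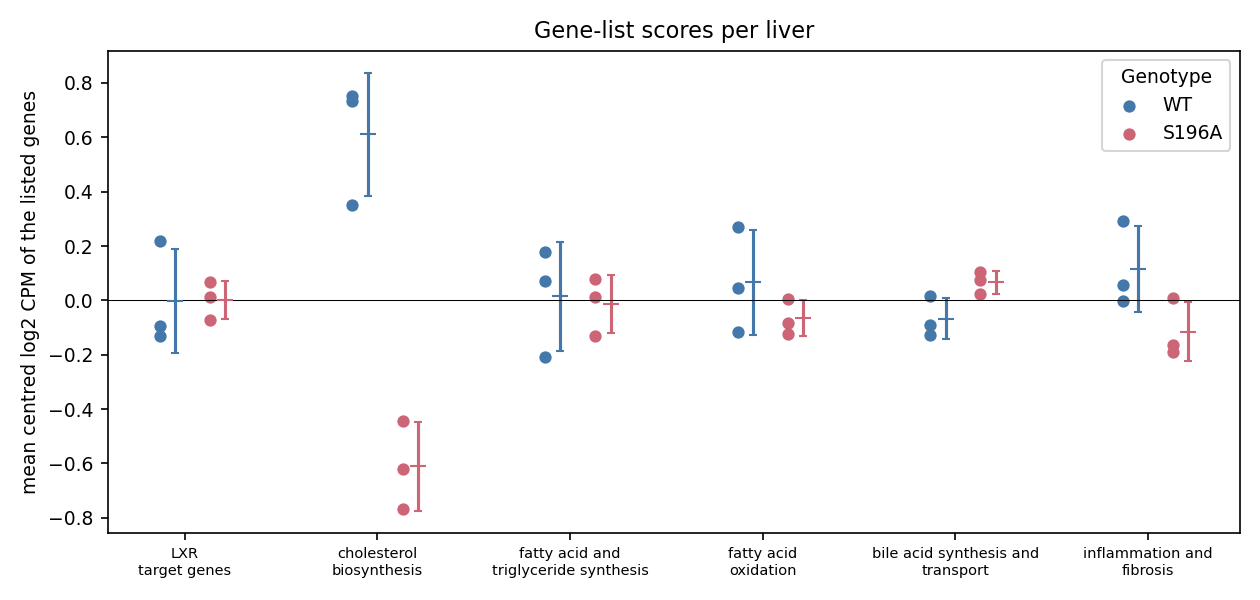
Mean centred log2 CPM of the genes of each list (y axis) in each liver, by list (x axis) and genotype (colour), with the group mean and SD (n = 3) beside the points. The cholesterol biosynthesis scores lie between 0.35 and 0.752 in WT and between -0.769 and -0.443 in S196A livers, and the scores of all other lists lie between -0.207 and 0.293.

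The largest changes that met the naming rule outside the cholesterol list varied in how far they depended on single animals. Cdkn1a (chromosome 17, 29090976 to 29100727) rose from 7.36 ± 2.77 to 36.8 ± 20.4 CPM (log2 fold change 2.33, SE 0.413, edgeR adjusted p of 0.0238). Serpina1e (chromosome 12, 103946931 to 103958975) rose from 106 ± 50.9 to 489 ± 259 CPM (log2 fold change 2.21, SE 0.390, edgeR adjusted p of 0.0238). Cyp2b10 (chromosome 7, 25897620 to 25926624) and Slco1a1 (chromosome 6, 141907282 to 141946962, also the smallest p-value of the bile acid list) had log2 fold changes of 2.15 and 2.03 with edgeR adjusted p-values of 0.0407 and 0.0399. These 4 genes lost the threshold in 4 of the 6 fits that left out one animal, and with robust dispersion estimation. The replicate block also removed Serpina1e and Slco1a1, and limma-voom removed Cdkn1a and Cyp2b10. Adam11 (chromosome 11, 102761439 to 102780262) kept it in all alternatives, with 1.22 ± 0.537 CPM in WT and 5.56 ± 1.32 CPM in S196A livers (log2 fold change 2.16, SE 0.309, edgeR adjusted p of 0.0117). Sult2a3 (chromosome 7, 14067446 to 14123044) had the largest named fall, from 20.4 ± 14.8 to 1.32 ± 0.840 CPM (log2 fold change -3.94, SE 0.560, edgeR adjusted p of 0.0117). Tgtp1 (chromosome 11, 48985327 to 48994172) fell from 5.67 ± 2.21 to 1.03 ± 0.132 CPM (log2 fold change -2.46, SE 0.317, edgeR adjusted p of 0.00752). Sult2a3 lost the threshold without S196A animal 2 or 3 and with robust dispersion estimation, and Tgtp1 without S196A animal 2. Serpina1e, Cyp2b10, Sult2a3 and Tgtp1 belong to families of closely similar genes whose reads could be set aside or misassigned, so their absolute levels are uncertain. Tgtp2, the close copy of Tgtp1, had a log2 fold change of -1.69 (SE 0.443, edgeR adjusted p of 0.0762).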

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

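The test against library size below was chosen after the shares had been seen. Reads set aside as ambiguous between genes, which enter no comparison, made up a larger share in every S196A library than in every WT library. The mean was 0.604% ± 0.0106 (SD, n = 3) of counted reads in S196A and 0.536% ± 0.0457 (SD, n = 3) in WT, with an exact two-sided permutation p of 0.1, the smallest possible here. Reads in no feature did not separate the groups, at 11.06% ± 0.175 and 10.81% ± 0.228 (exact two-sided permutation p of 0.3). Higher expression of overlapping genes is a candidate explanation. The summed CPM of genes that share exonic bases with another gene on the same strand was 1.07 times as high in S196A and overlapped between the groups. That sum holds assigned reads and not the ambiguous ones, and its overlaps come from an annotation that may differ from the unstated one of the counts. The rise in the ambiguous share was itself small, so the sum does not decide this explanation. Library size cannot be told apart from genotype, because all S196A libraries are deeper, and the share rose with depth in only 1 of the 2 genotypes. The difference also cannot be told apart from a library batch that follows the animal prefix.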

How the results depend on the processing

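The number of genes with an adjusted p-value under 0.05, 302 in the reported fit, rose to 527 without a filter on low counts (198 higher, 329 lower) and to 539 with DESeq2 (201 higher, 338 lower). DESeq2 shared 297 of the 302. The cause of the larger counts was not tested. With DESeq2 size factors, library size alone, at least 10 counts in every liver, limma-voom, robust dispersions or the replicate block, the count stayed between 251 and 357. The replicate block called 258 genes but shared only 165 of the 302, so its similar count does not mean the same genes. The count with an absolute log2 fold change of at least 1 was 97 and stayed between 83 and 131 under all 8 of these alternatives.

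Leaving out one animal at a time had the largest effect. Across the 6 fits the count ranged from 32 to 516 genes, from 8 to 234 for genes higher and from 24 to 282 for genes lower in S196A, and from 24 to 143 for those with an absolute log2 fold change of at least 1. The lowest counts came without S196A animal 2 (32 genes) and S196A animal 3 (51 genes), and the highest came without S196A animal 1. Simulated data still gave 170 calls, with 156 of the 200 changed genes recovered, without WT animal 1. That simulation changed genes by 1 log2 unit and left out no S196A animal, so it cannot say how smaller effects fare in the smaller groups. The fits without S196A animal 1, 2 or 3 had the same group sizes but gave 516, 32 and 51 genes, so group size alone does not set the count. The cause was not tested further.

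The medians of 4 lists changed direction or their side of the threshold with single animals. Over the same 6 fits the LXR target median ran from -0.11 to 0.054 (0.054, 0.024 and 0.0046 without WT animal 2, S196A animal 1 and S196A animal 3), and fatty acid oxidation from -0.18 to 0.010, the latter without WT animal 4. Fatty acid and triglyceride synthesis ran from -0.15 to -0.090 and inflammation and fibrosis from -0.34 to -0.037. Without WT animal 1 the last 3 of these lists passed the camera threshold, and inflammation and fibrosis also did so without WT animal 2 or S196A animal 2. The cause was not tested. With fry, or with camera using the estimated correlation, only cholesterol biosynthesis passed the threshold. Its median stayed between -1.31 and -1.02 across the fits that left out one animal. Its adjusted p-value stayed under 0.05 in every alternative in which the lists were tested. Lists were not tested with DESeq2, limma-voom, robust dispersions, library size alone or no filter. The other alternatives used camera at a correlation of 0.01, against 0.503 estimated for this list, so passing there is a weak check. Both fry and the estimated correlation were run only on all 6 livers. Nr1h3 stayed between 0.67 and 0.81 and kept its call in every alternative run, and the separation of the genotypes kept its direction in all of its alternatives.

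For the 13 genes besides Nr1h3 that met the naming rule, 37 of 182 combinations of gene and alternative changed their side of the threshold, 32 weaker and 5 stronger, and none reversed. The 5 stronger ones were all Fads2. Of the weaker ones, 22 came from leaving out an animal and involved Cdkn1a, Serpina1e, Cyp2b10, Slco1a1, Sult2a3, Tgtp1 and Vnn1. Robust dispersions removed the calls of Cdkn1a, Serpina1e, Cyp2b10, Slco1a1 and Sult2a3, the replicate block those of Serpina1e, Slco1a1 and Vnn1, and limma-voom those of Cdkn1a and Cyp2b10. Mvd, Msmo1 and Adam11 kept their calls throughout, and Col3a1 never had one.

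Depth limits the named genes at low expression. In the lower genotype Adam11 had 11 to 26 reads per liver, Mvd 20 to 32, Tgtp1 14 to 16 and Sult2a3 10 to 35.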

Other observations

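The tests on sampling time for all genes, on whether the interferon and sex-biased lists move, on random lists for the sex-biased genes, on reads shared with a neighbour of Nr1h3 and on a single outlying animal for the cholesterol list were chosen after the results they bear on had been seen in part. The other tests were fixed before their result was computed. Insig2, Rn45s, Gdpd3, Ccr3 and the members quoted from lists were picked from the gene table after it had been seen. Besides the 6 reported lists, 9 lists of markers and states and 4 later lists were examined, and the fry p-values of the later lists are unadjusted.

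Other splits of the 6 livers into 3 and 3 gave far fewer calls. Among the 10 splits, only 1, the real one, reached 302 genes, and the other 9 gave 0 genes each with an adjusted p-value under 0.05 and 177 to 1211 genes with an unadjusted p under 0.05. The real split was also the only 1 of the 10 to reach its 97 higher genes, its 205 lower genes, counted in either direction, or its 97 genes with an absolute log2 fold change of at least 1. Of the 4 splits that part both same-numbered pairs, as the real one does, 1 reached 302 and the others gave 0. The remaining splits keep at least 1 such pair together. A camera p as small as the real one was reached by 1 of the 10 splits for cholesterol biosynthesis, 9 for LXR targets, 8 for fatty acid and triglyceride synthesis, 6 for fatty acid oxidation, 3 for bile acid synthesis and transport, and 6 for inflammation and fibrosis. With 10 splits the share cannot fall under 0.1, so it could not pass 0.05 for any result. It therefore does not decide whether a chance division of the animals gave them. It shows only that the real split was the most extreme for the calls and for cholesterol biosynthesis, and not for the other lists. For cholesterol biosynthesis the largest absolute median in another split was 0.68, with a camera p of 1.41e-20. The other splits mix the genotypes unequally, so part of any genotype difference remains in them.

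Several technical sources of the 302 calls were tested. With every library thinned to the smallest gene total, 252 genes were called in all, 243 of them among the 302. After removing each sample's trend on transcript GC content 283 genes were called (271 of the 302), and after that on transcript length 280 (267 of the 302), with values for 99.5% of the tested genes. Leaving out the 20 genes with the most counts gave 287 calls in all. Summed marker CPM in S196A relative to WT was 0.945 for exocrine pancreas, 0.845 for blood cells, 0.602 for adipose tissue, 1.52 for skeletal muscle and 0.756 for gallbladder and bile duct, and the genotypes overlapped in all 5. The ratios cannot tell contamination apart from expression in the liver. In each sum 1 gene held most, from 69.7% (Spp1, bile duct) to 95.7% (Car3, adipose), and the 6 haemoglobin genes had 0 reads in all livers. The summed markers reached only 5.2 to 7.64 CPM for exocrine pancreas and 0.0711 to 0.802 CPM for skeletal muscle. Levels this low argue against a large share of reads from either tissue. The overlap of the genotypes also ignores any pairing. The adipose sum was lower in S196A in both same-numbered pairs, at 946 against 1570 CPM and 607 against 1010 CPM. It was also lower in S196A animal 3 (442 CPM) than in WT animal 4 (733 CPM). The gallbladder and bile duct sum was lower in the same pairs, at 76.3 against 81.8 CPM and 50.8 against 66.2 CPM. It was 53.2 CPM in S196A animal 3 and 90.4 CPM in WT animal 4. The muscle sum was higher in both same-numbered pairs but lower in S196A animal 3 than in WT animal 4. The pancreas and blood sums moved both ways. Immediate early and heat shock genes and fasting and glucocorticoid response genes had camera adjusted p-values of 0.974 and 0.974, a test that can miss members moving both ways, such as Hspa8 at 0.81 (edgeR adjusted p of 0.0238) and Hspb1 at -0.71 (0.183). The highest count of Y-linked genes in any liver was 0. Nnt, which differs between C57BL/6 substrains, was 1.73 times as high in S196A, but WT animal 1 at 143 CPM was close to S196A animal 1 at 149.5 CPM. The genotypes did not overlap at Nnt, and an allele that segregates among these animals was not tested. Thinning and the GC and length trends do not account for most of the calls. For the most abundant genes the overlap with the 302 was not recorded, so the similar total does not decide this. Contamination from adipose tissue, blood or bile duct, a smaller share from pancreas or muscle, a stress or feeding response and a substrain background were not excluded. Whether the title prefixes mark litters, cages or batches is not stated, and anything shared within a prefix remains as well.

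Sampling time is a further candidate explanation. The circadian clock list had a camera adjusted p of 0.713, but camera looks for movement in one direction, whereas a shift in time moves clock genes both ways. Of 5 genes that peak near lights-on, 4 were higher in S196A, and of 10 that peak late in the day, 9 were lower. Cry1 had a log2 fold change of 1.27 (edgeR adjusted p of 0.0323), Arntl 1.05 and Dbp -0.81. The signed list had a fry p of 0.111, reached by 34.7% of random lists, and the clock score of WT animal 1 (0.167) exceeded that of S196A animal 3 (-0.0391). That overlap ignores any pairing. The score was higher in S196A in both same-numbered pairs, at 0.292 against 0.167 and 0.311 against -0.565. It was also higher in S196A animal 3 than in WT animal 4 (-0.166). With the clock score as a covariate the calls fell from 302 to 52, in a fit with 1 residual degree of freedom fewer and a covariate that partly follows genotype. A difference in dissection time was not detected by the signed test, but 13 of 15 genes lay in the order that one would give, and it was not excluded.

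The fall in cholesterol biosynthesis genes was recomputed after thinning, after removing the GC trend, with a clock covariate and with each animal left out. Its unadjusted fry p of 0.0024 was reached by 2.2% of random lists. Of the 20 called members, 18 stayed called after thinning, 19 after removing the GC trend and 12 with the clock score as a covariate, where the list median was -1.0 and 52 genes were called in total. The weakest median when one animal was left out was -1.02. Insig2, which is not on the list, moved the other way from Insig1, from 267 ± 28.3 to 576 ± 75.5 CPM (log2 fold change 1.11, SE 0.121, edgeR adjusted p of 0.00265), and was called in all 6 fits that left out one animal. A hypothesis is that sterol-regulated transcription is lower in S196A livers on this diet, while the LXR target list has a median of -0.036. Anything shared by the animals of one title prefix, possibly cage, litter or feeding before dissection, was not excluded, so this may be a difference between the 2 sets of animals other than the substitution.

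The rise of Nr1h3 may reflect the modified allele or its surroundings. Thinning left its log2 fold change at 0.735. No excess of called genes was detected within 10 Mb of Nr1h3, at 2 of 66 (3.03%) against 2.44% elsewhere (one-sided Fisher exact p of 0.482), and their median log2 fold change of 0.0040 lay at percentile 58.8 among equally long runs of genes. Within 1 Mb, the neighbour with the largest nominal rise was an uncharacterised RIKEN gene (91275068 to 91444704), at a log2 fold change of 1.19 (unadjusted edgeR p of 0.00589, adjusted p of 0.099). It starts 72.2 kb from Nr1h3 and does not overlap it. That distance does not exclude shared reads, because the gene was picked for its rise. The adjacent genes are closer: Acp2 starts at 91202885 and Madd ends at 91183837, with log2 fold changes of -0.13 and -0.35 (edgeR adjusted p-values of 0.392 and 0.141), and reads shared with them were not tested. The comparisons over 10 Mb did not detect a broad donor segment but rest on few calls, and they cannot separate a change in Nr1h3 regulation from an effect of the edited allele on its own transcript.

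Called genes lay next to each other more often than after shuffling, with 19 adjacent pairs against a shuffled mean of 7.3 (permutation p of 2e-04, 10000 shuffles). Pairs that do not share the first letters of their symbols were 11, against a shuffled mean of 6.91 (permutation p of 0.088). Tandem families such as the Gbp and H2 genes are a candidate explanation for much of the excess, and shared donor segments elsewhere could not be excluded from counts alone.

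Interferon-inducible genes were lower in S196A livers. After Tgtp1 had been seen, a list of 35 other interferon-inducible genes was written. Of these 34 were lower and 15 had an edgeR adjusted p-value under 0.05, with a median log2 fold change of -0.589 (fry p of 0.00454). A fry p as small was reached by 3.1% of random lists, and 20.3% of random lists had a p under 0.05, since many genes shift in these livers. Gbp6, Tap1 and Zbp1 had log2 fold changes of -1.26, -0.73 and -1.33. Of the 15 called members, 13 stayed called after thinning and 14 after removing the GC trend, and the median was no weaker than -0.54 when one animal was left out. A lower interferon tone in these S196A animals is a hypothesis, and exposure that differs by cage may give the same pattern.

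Genes with sex-biased liver expression moved apart although all animals were female. After Slco1a1, Serpina1e and Sult2a3 had been seen, lists without them were written. The 22 tested male-biased genes had a median log2 fold change of 0.389 (17 higher) and the 30 female-biased genes -0.286 (21 lower). The signed test gave a fry p of 0.0037, reached by 2.1% of random lists (21.2% had a p under 0.05), while only 1 and 3 genes respectively had an edgeR adjusted p-value under 0.05. The gap between the medians, 0.675, was at least 0.584 when one animal was left out. This may point to a difference in growth hormone or stress state between the 2 sets of animals, which the counts do not resolve.

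Rn45s, the ribosomal RNA precursor, was 327 ± 83.1 CPM in WT and 65.7 ± 15.5 CPM in S196A livers (log2 fold change -2.32, SE 0.215, edgeR adjusted p of 0.00136), although the libraries were enriched for polyadenylated RNA. If more RNA without poly(A) tails had been carried into the WT libraries, replication histone transcripts should be higher there too. Their summed CPM in S196A was 0.79 times that in WT, but WT animal 2 at 99.4 CPM lay just below S196A animal 1 at 99.5 CPM. The groups thus overlapped by this margin, which ignores any pairing. The sum was lower in S196A in both same-numbered pairs, at 99.5 against 141 CPM and 90.2 against 99.4 CPM. It was also lower in S196A animal 3 (88.3 CPM) than in WT animal 4 (112 CPM). A difference in enrichment between library batches may still be involved. When Rn45s was left out, 291 genes were called, so at least 10 other calls were lost with it. The overlap of these 291 genes with the reported calls was not recorded, so how many calls rest on Rn45s is not known.

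The extreme fold changes belonged to genes below the expression minimum of the naming rule. Gdpd3 (chromosome 7, 126766334 to 126775649) was 0.206 ± 0.169 CPM in WT and 7.27 ± 2.60 CPM in S196A livers (log2 fold change 5.11, SE 0.477, edgeR adjusted p of 0.00136). Ccr3 (chromosome 9, 124021972 to 124031689) was 4.26 ± 0.749 and 0.226 ± 0.0889 CPM (log2 fold change -4.20, SE 0.340, edgeR adjusted p of 0.000617). Both were called in all 6 fits that left out one animal. Such near-absence in one genotype could come from strain variants inherited with the allele, but no excess of called genes was detected within 1 Mb of either gene, at 2 of 74 (one-sided Fisher exact p of 0.541), and so few calls cannot exclude one. Sequence reads across these genes would be needed to look for variants.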
